A study of Enchytraeus crypticus with 54 samples. Its data were reported in "Variation-preserving normalization unveils blind spots in gene expression profiling" (2017).

How the data were processed

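Gene expression was measured in 54 RNA samples of *Enchytraeus crypticus*, each hybridized on 1 array of a custom Agilent slide with a single dye. Groups were taken from the sample labels, which give the copper form, the effect level (EC20 or EC50), the day (3 or 7) and the replicate number. The 18 groups held 3 arrays each, and no sample was left out. The tables contained 0 columns of samples from outside the series.

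The values used were the processed signals of the scanner files, which are intensity values on a linear scale as deposited by the authors. Per the file headers, Agilent Feature Extraction had subtracted the background and removed trends within the array. Depending on the array, the background-subtracted signal was at or under 0 for 4104 to 11732 spots, yet every processed signal was positive (lowest 1.2). How the software set these low values is not stated in the files. No normalization between arrays had been applied. The value table deposited by the authors with the series held the same intensity values rounded, with a ratio of table value to processed signal between 0.995 and 1.005. Each array had 45167 spots, of which 43750 were non-control probes with 1 spot each, 1264 were positive controls and 153 were negative controls. Of the non-control probes, 461 carried a non-uniformity outlier flag on at least 1 array, and these were kept in the main analysis. The median raw signal of a spot was 1.28 to 1.88 times its local background, so weak genes were measured close to the background on every array. The arrays came from 14 slides with 3 or 4 arrays each and were scanned on 2 days with 27 arrays per day. The arrays of a group lay on 2 or 3 slides, and 4 groups were scanned on 1 day only.

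The following choices were made before the data were examined and follow the methods of the study where they state them. Probes were kept when the flag for a positive and significant signal was set on all 54 arrays, which left 19499 probes. Their processed signals were transformed to log2. SVCD normalization was written anew in R and checked against the scripts published with the study. It first aligns the arrays of each group by standard-vector normalization over all genes, with 1% of the gene variances trimmed at the extremes of the distribution. It then searches for genes with no variation between groups. In each step an analysis of variance is run per gene across the groups, the genes whose p-values are compatible with a uniform distribution by a one-sided Kolmogorov-Smirnov test at a level of 0.001 are retained, and the groups are shifted on these genes. The search ends after 10 steps in a row under the convergence limits, and the last shift uses the genes common to those steps. MedianCD does the same with medians. Median normalization subtracts the median of each array, and Quantile normalization is the one of limma. Further scalings were the 75th percentile of each array, the mean of 7 of the 10 E1A spike-in probes that were above background and unsaturated on every array, and no normalization.

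Tests were run in R 4.3.3 with limma 3.58.1 on a model with 1 mean per group over all 54 arrays, so that the groups shared the estimate of the spread of a gene. Each of the 16 treatments was compared with the control of its day, and the control at 7 days with that at 3 days. Moderated F-tests covered the 8 contrasts between effect levels, the 4 contrasts of each other form with CuNO3, and the 8 interaction contrasts between treatment and time. Benjamini-Hochberg adjustment was applied within each comparison, with a threshold of 0.05. Files were read with the data.table package (version 1.17.8), and figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The genes named in the text were chosen by a rule fixed in advance. Genes were ranked by the number of the 16 comparisons in which they were called higher, and separately lower, then by their mean absolute log2 change. Since the files do not pair probes with gene names, the first 2 of each are given by probe. For correlations between forms, 100 sets of unchanged groups with a shared control were simulated from the spread of each gene. Correlations over groups used permutation tests with 100000 resamples.

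The steps were tested on simulated data for the comparison CuNO3 EC20 at 3 days over 19499 genes. With no changed genes, 0 were called. With 200 genes changed by a log2 value of 1, 23% of them were recovered among 51 calls of which 5 were false, and with a log2 value of 2, 73.5% were recovered among 159 calls of which 12 were false. In these runs, where equal numbers of the changed genes were raised and lowered, the largest error of an array offset was 0.00873 log2. When 60% of the genes were raised by a log2 value of 1 in that group, the median estimate for the raised genes was 0.85 after SVCD and 0.11 after MedianCD. It was 0.38 after Median and 0.38 after Quantile. For the unchanged genes the median estimate was -0.15 after SVCD, -0.89 after MedianCD, -0.62 after Median and -0.6 after Quantile. The percentage of unchanged genes called was 2.19% after SVCD, 44.4% after MedianCD, 17.6% after Median and 15.8% after Quantile. This simulation added no shifts per array and changed only that group, so the searches of SVCD and MedianCD began at the correct offsets. It does not test how the search depends on its start.

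Alternatives listed before the data were examined were the other normalizations, the deposited value table, a filter on probes well above background on every array (12827 genes, the IsWellAboveBG filter), no filter, the methods' t-test, a fit on the 2 groups compared alone, the replicate number, slide or scan day as a block, and leaving out each array in turn with all steps redone. The alternatives chosen after seeing the data were normexp background correction (offset 50) on the median spot and local background signals followed by SVCD, all 43750 probes with the offsets of SVCD, leaving out 248 genes with an outlier flag on any array, and the SVCD search started from Median offsets. The normexp correction had been planned on the mean spot signal, which was not used here. Leaving out saturated probes had no effect because 0 spots were saturated, and keeping each spot as a gene of its own changed nothing because each probe had 1 spot. A count of DEGs was taken as changed when it differed by more than 1.5 times from the value after SVCD. A measure without a test was taken as changed when it moved by more than 1 SD of its 54 leave-one-out values, a limit that was made stricter after a first look.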

Results

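The data comprised 54 one-colour Agilent arrays of *Enchytraeus crypticus*, a small oligochaete worm used in standard soil toxicity tests, with 1 array per pool of adults. The worms were kept for 3 or 7 days in control soil or in soil with copper in 1 of 4 forms. These were copper nitrate (CuNO3, a soluble salt), copper nanoparticles (Cu-NPs), copper nanowires (Cu-NWires), and soil from a field with an old copper contamination (Cu-Field). Each form was given at the concentrations that lower reproduction by 20% (EC20) and by 50% (EC50). Together with a control at each day, this gave 18 groups of 3 arrays. The arrays carried 43750 non-control probes, of which 19499 (44.6%) were flagged as positive and significant against background on every array, and these probes are called genes below. The files paired the probes with contig and read names of the array design and with no gene names, and no genome was used here. The median processed signal of an array ranged from 4.46 to 17.5 intensity units, and the percentage of probes well above background from 38.2% to 66.5%. Both lowest values belonged to replicate 3 of CuNO3 EC20 at 7 days. No non-control spot was saturated. The median SD of a gene between the arrays of a group was 0.46 on the log2 scale, and the number of arrays, 3 in each group, limited the precision of every comparison.

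The first question was how much the average expression level varied between conditions once the arrays were normalized. Between-condition variation was measured as the SD over the 18 groups of the group mean of log2 signal. It was 0.313 after SVCD normalization (standard-vector condition decomposition) and 0.302 after MedianCD normalization (median condition decomposition). After Median normalization it was 0.065, and Quantile normalization set it to 0 by its construction. Without normalization it was 0.297, where the arrays of a group differed with an SD of 0.339. After scaling to the E1A spike-in transcripts it was 0.64, with an SD of 0.63 between the arrays of a group. After SVCD the lowest group mean was 6.54 ± 0.02 log2 units in CuNO3 EC50 at 3 days (mean ± SD of 3 arrays), and the highest was 7.53 ± 0.03 in Cu-Field EC50 at 7 days. The control had 6.66 ± 0.02 at 3 days and 7.07 ± 0.04 at 7 days. At 3 days Cu-NWires EC20 (7.36 ± 0.04), Cu-NWires EC50 (7.34 ± 0.03) and Cu-Field EC20 (7.36 ± 0.04) lay above the control by more than the spread of their replicates. These small SDs after SVCD followed in part from the method, which aligns the arrays of a group before the groups are compared. Under Median normalization the same groups had 6.98 ± 0.11, 7.02 ± 0.05 and 7.01 ± 0.01, which lay below the control at 3 days (7.13 ± 0.01).

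**Figure D1:**
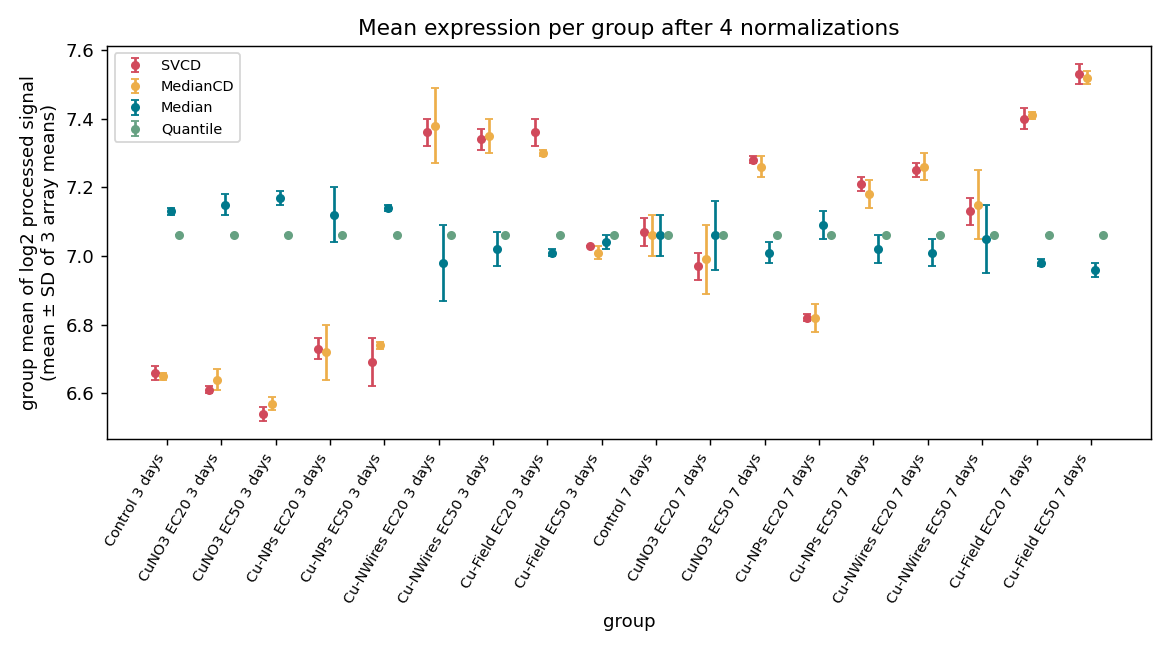
Group mean of log2 processed signal (vertical axis, log2 units) for the 18 groups (horizontal axis) after 4 normalizations; points are means of 3 array means and bars are their SD. After SVCD the groups spread from 6.54 to 7.53, whereas after Median they lie between 6.96 and 7.17 and after Quantile all lie at 7.06.

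SVCD and MedianCD set the levels of the groups from genes found to have no variation between conditions. SVCD identified 1758 such genes (9.02%) and MedianCD 3184 (16.3%), with 1758 in both sets. The no-variation genes of SVCD were dimmer than the other genes, with a median log2 signal of 4.45 against 6.69, and 34.7% of them were well above background on every array against 68.9% of the other genes. The outcome of this search depended on where it began. Started from unshifted group means or from spike-in offsets, it ended at a between-condition variation of 0.313 and 0.314. Started from Median offsets on the same 54 arrays, it ended at 0.13, with 2282 no-variation genes of which 216 were among the 1758. Without replicate 3 of the control at 7 days the between-condition variation after SVCD was 0.129, and without replicate 1 of Cu-NWires EC20 at 3 days it was 0.141. Over the 54 runs that left out 1 array it ranged from 0.129 to 0.341. The counts after SVCD below are those of the default start. Values from the start at Median offsets stand beside the DEG counts of treatments with DEGs at 3 days. They are also given for some directions of change and for the named probes. For the other comparisons, they are listed in the part on processing where they differed by more than the limits given in the methods.

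**Figure D2:**
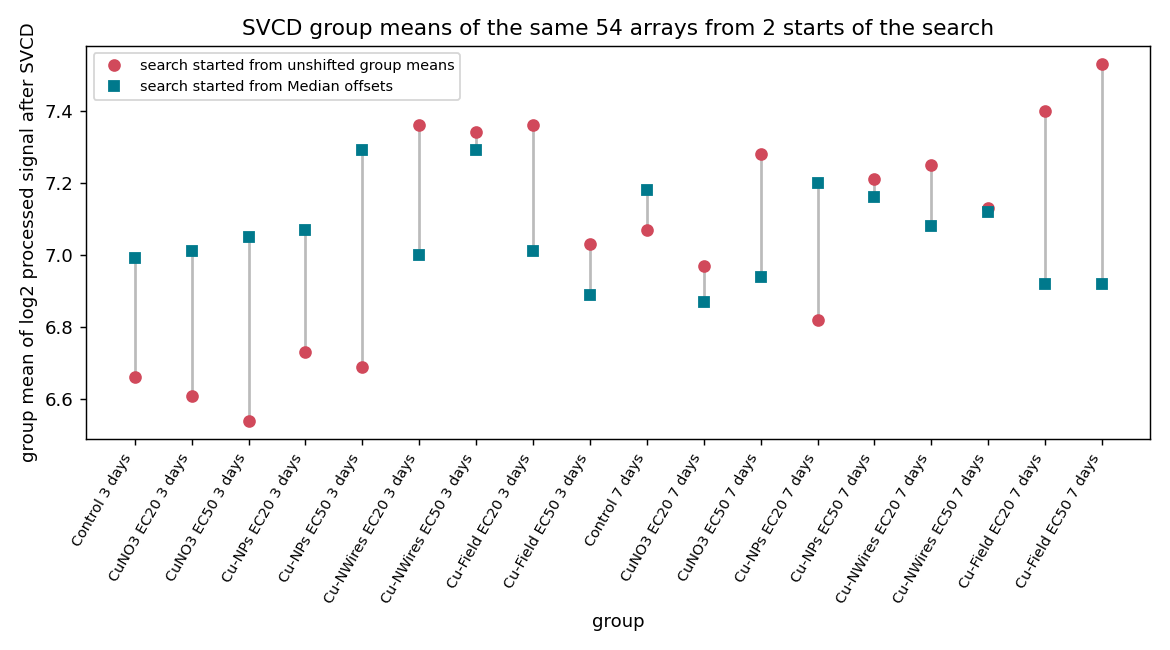
Group mean of log2 processed signal after SVCD (vertical axis, log2 units) for the 18 groups (horizontal axis) on the same 54 arrays, with the search for no-variation genes started from unshifted group means (circles) or from Median offsets (squares); grey lines join the 2 values of a group. The SD over the groups is 0.313 for the circles and 0.13 for the squares, and the value of Cu-Field EC50 at 7 days differs most, 7.53 against 6.92.

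The next question was how many genes each treatment changed against the control of the same day. Differentially expressed genes (DEGs) had a Benjamini-Hochberg adjusted p under 0.05 in limma, fitted over all 54 arrays. At 3 days, SVCD normalization gave 8691 DEGs for Cu-NWires EC20, 8361 for Cu-NWires EC50, 8123 for Cu-Field EC20, 4000 for Cu-NPs EC50 and 2463 for Cu-Field EC50. CuNO3 EC50 had 17. After Median normalization the corresponding counts were 2439, 1869, 809, 3530, 214 and 13, and after Quantile normalization they were 1882, 1884, 892, 3827, 437 and 46. Of the DEGs after Median, 1096 of the 2439 for Cu-NWires EC20 and 3439 of the 3530 for Cu-NPs EC50 were also DEGs after SVCD. Scaling to the spike-ins moved Cu-NWires EC50 most, to 7 DEGs. With the SVCD search started from Median offsets, the counts were 2808 for Cu-NWires EC20, 4751 for Cu-NWires EC50, 898 for Cu-Field EC20, 5470 for Cu-NPs EC50, 362 for Cu-Field EC50 and 1 for CuNO3 EC50. Leaving out replicate 1 of Cu-NWires EC20 at 3 days left 3249 DEGs for that treatment, 1329 for Cu-Field EC20 and 302 for Cu-Field EC50. Without replicate 2 of Cu-NPs EC50 at 3 days that treatment had 1626, and without replicate 1 of the control at 3 days CuNO3 EC50 had 0. With slide as a block, Cu-NPs EC50 at 3 days had 488 DEGs, and 11.6% of its 4000 were called. The block costs degrees of freedom too, so slide stays open for this treatment. The 0 DEGs of CuNO3 EC20 and Cu-NPs EC20 at 3 days in limma stood beside 1069 and 1168 genes at an unadjusted p under 0.05. The methods' t-test gave 1709 and 900 genes there unadjusted and 0 after adjustment. Without replicate 1 of Cu-NPs EC20 at 3 days, that treatment had 476 DEGs.

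At 7 days the counts after SVCD were 3073 DEGs for Cu-Field EC50, 85 for Cu-Field EC20, 47 for Cu-NPs EC50, 3 for Cu-NWires EC50 and 1 for Cu-NWires EC20. The counts after Median were 64, 6, 8, 8 and 5. Those of Cu-Field rested on single arrays. Without replicate 3 of the control at 7 days, Cu-Field EC50 had 2 DEGs and Cu-Field EC20 had 0, and without replicate 2 of that control they had 6517 and 2630. For Cu-NPs EC50 the count fell to 2 without its replicate 1, and for Cu-NWires EC50 it rose to 76 without its replicate 3. The count of Cu-NWires EC20 became 6 without replicate 1 of Cu-NWires EC20 at 3 days. No DEG was called by limma for CuNO3 EC20, CuNO3 EC50 and Cu-NPs EC20, where 2062, 1076 and 2197 genes had an unadjusted p under 0.05. The methods' t-test gave 1126, 1057 and 1112 genes unadjusted and 0 in each after adjustment. With only the 2 groups in the limma fit, the unadjusted counts were 776, 758 and 1196, and again 0 were left after adjustment. CuNO3 EC20 at 7 days had 1669 DEGs without its replicate 2 and 1564 without replicate 3 of the control. With the IsWellAboveBG filter it had 1767. When 1 array was left out, CuNO3 EC50 at 7 days had at most 1 DEG, for example without its replicate 2, and Cu-NPs EC20 at 7 days had 5 without its replicate 2. Of the 19499 genes, 12242 (62.8%) were DEGs in at least 1 of the 16 comparisons, and 251 were higher in 1 comparison and lower in another.

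**Figure D3:**
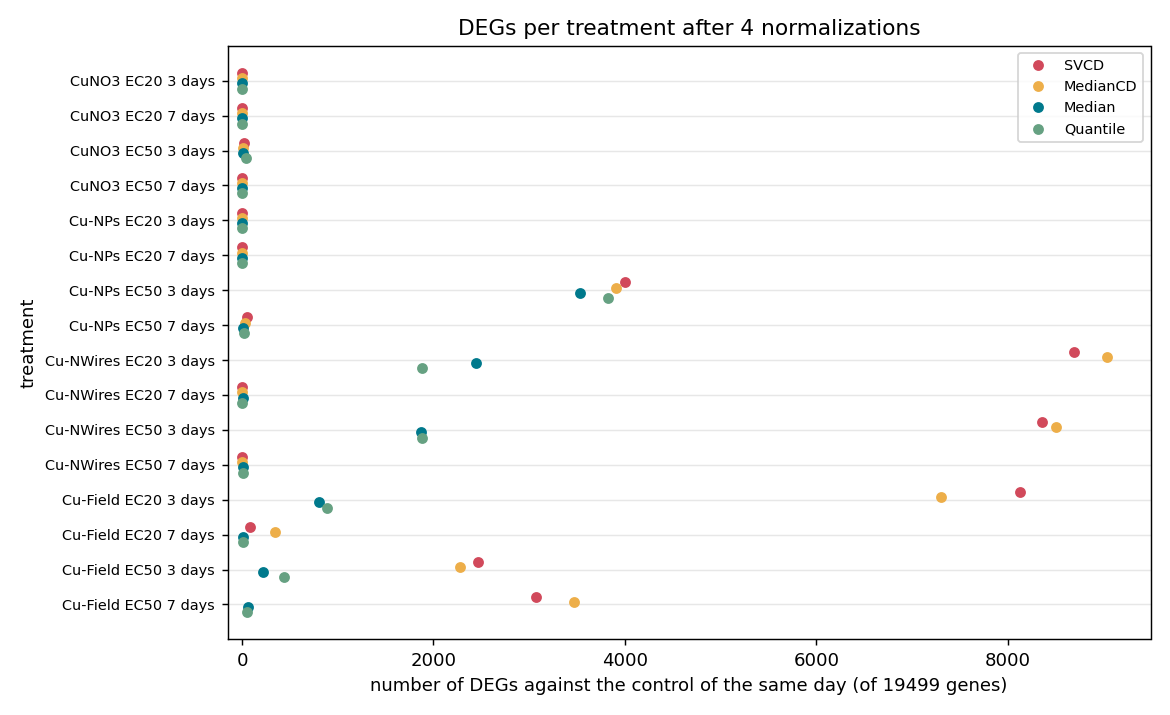
Number of DEGs against the control of the same day (horizontal axis, of 19499 genes) for the 16 treatments (vertical axis) after 4 normalizations; each point is 1 comparison of 3 arrays with 3. SVCD and MedianCD give 8691 and 9039 DEGs for Cu-NWires EC20 at 3 days, where Median and Quantile give 2439 and 1882.

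The direction of the changes depended on the normalization. After SVCD, 97.7% of the DEGs of Cu-NWires EC20 at 3 days were higher than in the control, as were 98.7% for Cu-NWires EC50, 99% for Cu-Field EC20 and 96.8% for Cu-Field EC50 at 3 days, and 98% for Cu-Field EC50 at 7 days. After Median the percentages were 36.7%, 53.5%, 36.7%, 48.1% and 7.81%, and after Quantile they were 53.2%, 60%, 48.1%, 54.5% and 7.69%. The search started from Median offsets gave 59.5%, 92.7%, 53.9%, 32.3% and 2.02%. With normexp background correction before SVCD, these treatments had 9890, 9906, 8965, 6968 and 7547 DEGs, of which 0.455%, 1.14%, 1.12%, 0.847% and 0.305% were higher. Of the 8691 DEGs of Cu-NWires EC20, 1911 were also DEGs after normexp, and 1666 of these had the opposite sign. The median log2 change of all genes for Cu-NWires EC20 at 3 days was 0.75 after SVCD, -0.11 after Median and -0.56 after normexp with SVCD, and for Cu-Field EC50 at 7 days it was 0.48, -0.08 and -0.38. Cu-NPs EC50 at 3 days differed less between the signal scalings, with 66.3% of its DEGs higher after SVCD, 61.9% after Median, 56.9% after Quantile and 87.7% on the spike-in scale, but after normexp 3.47% of 6000 were higher. Of its DEGs, 1553 were called both after SVCD and after normexp, and 5 of these had the opposite sign. Its median log2 change of all genes was 0.08 after SVCD, 0.05 after Median, 0.62 on the spike-in scale, 0.35 without normalization, 0.35 from the other start of the search and -0.38 after normexp with SVCD. Of the smaller counts, 97.9% of the 47 DEGs of Cu-NPs EC50 at 7 days were higher after SVCD and 87.5% of 8 after Median, and 95.3% of the 85 of Cu-Field EC20 at 7 days against 0% of 6. For CuNO3 EC50 at 3 days, 11.8% of 17 were higher after SVCD and 46.2% of 13 after Median.

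The balance of differential expression of a comparison was the number of higher minus lower DEGs divided by their sum. After SVCD the median absolute balance over the comparisons with DEGs was 0.957, and it was over 0.5 in 10 of the 16 treatments (62.5%). After Median it was 0.266, and 5 treatments (31.2%) were over 0.5. Quantile moved it most, to 0.201. Leaving out 1 array gave values from 0.894, without replicate 1 of Cu-NWires EC20 at 3 days, to 0.98, without replicate 3 of the control at 7 days. The median absolute fold change of the DEGs was over 2 in 10 of the 16 treatments (62.5%) after SVCD, in 12 after Median and in 13 after Quantile. The 5 treatments without DEGs after SVCD count among the 16. The median of these fold changes over the treatments was 2.41 after SVCD and 2.8 after Median. For the treatments with the most DEGs it was 2.41 for Cu-NWires EC20, 2.41 for Cu-NWires EC50, 2.24 for Cu-Field EC20 and 2.15 for Cu-NPs EC50 at 3 days, and 1.96 for Cu-Field EC50 at 7 days. Fitting all probes with the same offsets moved the median of the fold changes most, to 4.58.

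The control at 7 days was compared with the control at 3 days as the background for time in unspiked soil. SVCD gave 4002 DEGs, of which 3897 (97.4%) were higher at 7 days, with a median log2 change of all genes of 0.42. Median gave 609, of which 58.9% were higher, and Quantile 884, of which 64.7% were higher. On the spike-in scale there were 6537, of which 99.9% were higher, and after normexp with SVCD 4388, of which 1.39% were higher. The count fell to 1221 without replicate 2 of the control at 7 days, to 1768 without its replicate 1, and to 2277 and 2281 without replicate 1 or 3 of the control at 3 days.

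Whether the 2 effect levels differed was tested with a moderated F-test in limma over the 8 contrasts of EC50 with EC20. After SVCD 2518 genes passed, after Median 47, after Quantile 85 and after MedianCD 2621. With slide as a block in the fit 3 genes were left, which was the largest move of this count downward, and normexp with SVCD gave 10454. By single contrast, 4305 genes differed for Cu-NPs at 7 days after SVCD and 745 after Median, 853 and 779 for Cu-NPs at 3 days, and 552 and 0 for CuNO3 at 7 days. The other 5 contrasts gave 0 under both. On the spike-in scale the F-test gave 23 genes, while the single contrasts gave 14942 for Cu-NPs at 7 days, of which 14877 were higher at EC50, 90 for Cu-NPs at 3 days and 0 for CuNO3 at 7 days. The F-test count was 90 without replicate 3 of Cu-NPs EC20 at 7 days, 174 without replicate 1 of Cu-NPs EC50 at 7 days and 4549 without replicate 2 of CuNO3 EC20 at 7 days.

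Each other form was compared with the salt at the same effect level, by F-tests over the 4 contrasts of a form with CuNO3. After SVCD 11374 genes differed for Cu-NWires, 10003 for Cu-Field and 25 for Cu-NPs. Median gave 4138, 2690 and 16, of which 2162, 1386 and 16 were among the SVCD genes. The spike-in scale moved Cu-NWires most, to 258 genes, while it gave 10171 for Cu-Field and 20 for Cu-NPs. The IsWellAboveBG filter raised Cu-NPs to 2740. In single contrasts after SVCD, most differences of Cu-NWires and Cu-Field from the salt were found at 3 days or at EC20. Cu-NWires differed in 9340 genes at EC20 and 9925 at EC50 at 3 days, and in 2641 and 8 at 7 days. Cu-Field differed in 8712 and 3269 genes at 3 days, and in 4107 and 5 at 7 days. After Median the counts were 381, 1513, 541 and 2 for Cu-NWires and 1083, 124, 65 and 6 for Cu-Field, in the same order, so that Cu-NWires EC20 had more genes at 7 than at 3 days. On the spike-in scale they were 0, 2, 0 and 0 for Cu-NWires and 4065, 10581, 0 and 0 for Cu-Field. Leaving out replicate 1 of Cu-NWires EC20 at 3 days gave 6440 genes for Cu-NWires, 3478 for Cu-Field and 1318 for Cu-NPs. Without replicate 3 of the control at 7 days the counts were 7069, 3771 and 1231, although that control does not enter these contrasts.

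Whether the effect of a treatment differed between 3 and 7 days was tested with 8 interaction contrasts. By F-test 6639 genes passed after SVCD, 6226 after MedianCD, 432 after Median and 542 after Quantile. Without normalization 408 passed, the largest move of this count. After SVCD the single interaction contrasts gave 2984 genes for Cu-NWires EC50, 1965 for Cu-NWires EC20, 613 for Cu-Field EC20, 142 for Cu-Field EC50 and 2 for Cu-NPs EC50. Of the 1965 and 2984 genes, 1951 and 2964 were lower against the control at 7 days than at 3 days. Median left 22 genes for Cu-NWires EC50, 7 for Cu-NWires EC20, 118 for Cu-Field EC20, 126 for Cu-Field EC50 and 3 for Cu-NPs EC50. On the spike-in scale the order of the forms was another, with 2798 genes for Cu-Field EC50, 505 for Cu-Field EC20, 3 for Cu-NWires EC50, 0 for Cu-NWires EC20 and 1 for Cu-NPs EC50. The 6639 became 1503 without replicate 3 of the control at 7 days, 1600 without replicate 1 of Cu-NWires EC20 at 3 days and 3153 without replicate 2 of Cu-NWires EC50 at 7 days.

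The similarity of the responses to the 4 forms was described by the Pearson correlation of their log2 fold changes at the same effect level and day. The correlation is across genes, which are not independent replicates. It does not change with an offset per array, and among the normalizations only Quantile altered it. The 2 treatments of a pair share the control, and 100 simulations of unchanged groups with a shared control gave a mean r of 0.499, from 0.477 to 0.518. The simulated genes varied independently of each other, so this range leaves out the correlation between genes. On the real arrays, differences between replicates of different groups reached an absolute r of 0.806. The median over the 24 pairs was 0.443, with a range from -0.251 to 0.82. The highest were those of Cu-NWires and Cu-Field at 3 days, with 0.82 at EC20 and 0.795 at EC50, and the pair of CuNO3 and Cu-NPs had 0.631, 0.736, 0.691 and 0.561 for EC20 and EC50 at 3 and at 7 days. The lowest correlation, -0.251, was that of Cu-NPs and Cu-Field EC20 at 7 days. Among the alternatives that kept all arrays, normexp moved the median over pairs most, to 0.375. Leaving out 1 array gave medians from 0.404, without replicate 3 of Cu-NWires EC50 at 7 days, to 0.565, without replicate 2 of the control at 7 days.

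**Figure D4:**
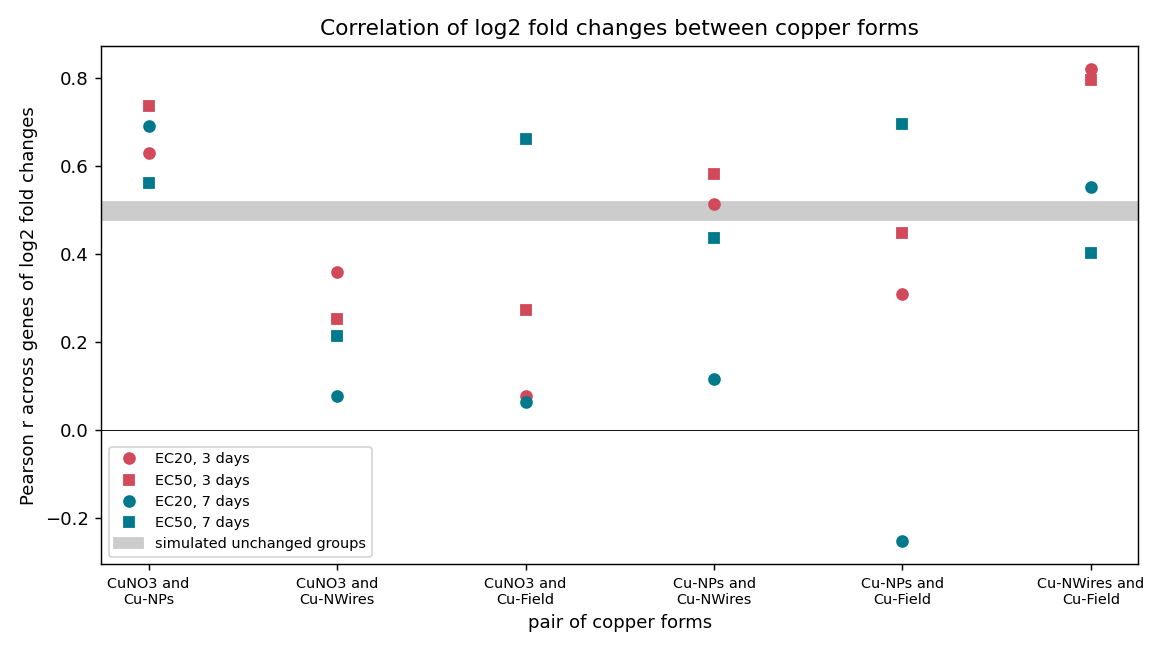
Pearson correlation across 19499 genes of the log2 fold changes of 2 copper forms (vertical axis) for the 6 pairs of forms (horizontal axis), with colour for the day and shape for the effect level; the grey band is the range (0.477 to 0.518) of 100 simulations of unchanged groups that share a control, with genes that vary independently. Cu-NWires with Cu-Field at 3 days lies at 0.82 and 0.795.

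The genes called in the most comparisons are given by probe. The probe CUST_7057_PI427420766_b (contig04064) was higher in 9 of the 16 treatments in limma after SVCD. Its log2 change ranged from 0.79 to 3.59 (SE 0.54), with the highest value in Cu-NWires EC50 at 3 days (adjusted p 2.35e-06). Its control means were 6.95 ± 0.4 at 3 days and 7.12 ± 0.65 at 7 days (SD of 3 arrays), and 23 of 24 treated arrays at 3 days and 21 of 24 at 7 days exceeded the highest control array of the same day. The probe CUST_82491_PI427420766_b (GYUW2K402I0YDN) was higher in 8 treatments, with log2 changes from 0.43 to 4.84 (SE 0.72). Its largest change was that of Cu-NPs EC50 at 7 days (adjusted p 0.000683), and 23 of 24 and 19 of 24 treated arrays exceeded the highest control. At 3 days 1 treated array lay below the lowest control. The probes were chosen by their calls in these data, and the treatments of a day share control arrays. Equal signs over treatments are therefore no independent check. In 16 of 16 treatments both probes had positive changes under all 7 normalizations and after normexp. The same held with the IsWellAboveBG filter and from the other start of the search. These settings leave out the methods' t-test, the 2-group fit and the fits with a block. Among these settings the first probe was called in 5 to 9 treatments and the second probe in 6 to 8. Without replicate 3 of the control at 7 days they were called in 3 and 5 treatments. The 2 probes called lower most often, CUST_70507_PI427420766_b (GYUW2K401CWQOU) and CUST_4956_PI427420766_b (contig24536), were each called in 5 treatments, all at 3 days. Their log2 changes ranged from -3.16 to 0.88 (SE 0.67) and from -3.32 to 0.98 (SE 0.63), with the lowest values in Cu-Field EC20 at 3 days (adjusted p 0.000408 and 0.000109). Their control means fell from 9.21 ± 1.2 and 8.62 ± 0.95 at 3 days to 6.38 ± 1.77 and 5.61 ± 1.75 at 7 days. Of the 24 treated arrays at 3 days, 17 lay below the lowest control array for each probe. Among the same settings the calls lower numbered 3 to 5 for the first and 4 to 5 for the second, with none higher, and without replicate 1 of the control at 3 days both had 3.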

Values the study reported

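The study analysed the copper arrays together with arrays of other substances. It covered 51 conditions, of which 42 were treatments and 9 were controls, in 153 samples. It reported 18,339 gene probes with a good signal in all of these samples, out of 43,750. After MedianCD and SVCD normalization it reported a median absolute fold change above 2-fold for more than 28 treatments (67%). Under the same normalizations, it reported that for more than 30 treatments (71%) over 75% of the DEGs changed in the same direction. Here the 54 copper arrays were normalized alone, so the SVCD and MedianCD offsets can differ from those of the study. The percentages of treatments given above are therefore no direct check of the reported ones.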

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

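Among the tests in this part, the search for no-variation genes started from Median offsets was chosen after the result was seen.

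The effects of several treatments differed between 3 and 7 days by a test of the difference itself. The F-test over the 8 interaction contrasts gave 6639 genes after SVCD. The single contrasts gave 2984 genes for Cu-NWires EC50, 1965 for Cu-NWires EC20, 613 for Cu-Field EC20, 142 for Cu-Field EC50 and 2 for Cu-NPs EC50. The remaining contrasts, those of CuNO3 EC20, CuNO3 EC50 and Cu-NPs EC20, gave 0. Of 91 splits of the arrays that gave a value, 2 gave as many genes, the real one included. The splits exchanged the days within each treatment and within the control. They removed the time effect shared by all groups together with the interaction, so they cannot exclude chance for the interaction alone. A further 9 of the 100 splits drawn gave no value because the search for no-variation genes did not converge. Had all 9 given as many genes, 11 of 100 would have been as large. The highest count of another split was 7747, and 15 other splits gave over 1000 genes, so counts of this size arose from regrouped arrays too.

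With scan day as a block 94.4% of the 6639 genes were called, which argues against scan differences of single genes as the whole cause. The block was fitted after SVCD had aligned the arrays of each group, so it cannot take out a shift of whole groups by scan day. What stays open is a shift of whole groups, which SVCD keeps. Only 6.21% of the 6639 genes were called after Median normalization, which removes such shifts, and a test limit of 50% had been set beforehand. For Cu-NWires EC20 and EC50 the interaction genes were nearly all lower at 7 than at 3 days (1951 of 1965 and 2964 of 2984), which is consistent with a shift of whole groups. After Median 7 and 22 genes were left. For Cu-Field EC20 and EC50, 118 and 126 genes were left after Median beside 613 and 142, so for Cu-Field EC50 the count changed little between these 2 normalizations. On the spike-in scale it was 2798, all lower at 7 days, with 505 for Cu-Field EC20, also all lower, and 0 and 3 for Cu-NWires EC20 and EC50. Which forms differed most between the days therefore depended on the scaling. Whether these were the same genes was not counted. A difference of this direction was there before normalization, where the mean of Cu-NWires EC20 was 7.25 ± 0.27 against 6.63 ± 0.33 log2 units in the control at 3 days and 7.24 ± 0.33 against 6.99 ± 0.67 at 7 days (SD of 3 arrays). The shift may be a change of most transcripts, a difference in the signal level of the arrays or an effect of the normalization, and Median cannot tell these apart because it removes all of them.

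Slide cannot be told apart from the interaction. With slide as a block 3270 of the 6639 genes were called (49.3%), just under the 50% set beforehand, and 3806 genes passed in all. The block costs degrees of freedom, so a lower count was likely with no slide effect at all, and this keeps slide open. Single arrays and the start of the search moved the count as well. With the search started from Median offsets 1524 genes passed, of which 1141 were among the 6639. Without replicate 3 of the control at 7 days 1503 genes passed, without replicate 1 of Cu-NWires EC20 at 3 days 1600, and without replicate 2 of Cu-NWires EC50 at 7 days 3153. A biological difference in the time course of the copper forms, which the design names, stays among the open explanations and was not tested apart from these.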

How the results depend on the processing

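The alternatives chosen after seeing the data were normexp with SVCD, the search started from Median offsets, all probes with the offsets of SVCD, and leaving out probes with an outlier flag. Where a value changed, the cause was not tested, except where it follows from how the alternative is built. Leaving out the probes with an outlier flag changed 0 of 31 results by the limits given in the methods. MedianCD kept 28 of 31 within those limits, and scan day as a block 29 of 30, where only Cu-Field EC20 at 7 days moved, from 85 to 0. Apart from replicate number as a block, given below, the other alternatives kept fewer, from 9 of 31 with the other start of the search to 20 of 30 with all probes. A count kept within these limits does not say that the genes were the same.

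Scalings that fix a percentile of every array remove a shift of whole groups by construction. Median gave changed counts of DEGs at 3 days of 2439 for Cu-NWires EC20, 1869 for Cu-NWires EC50, 809 for Cu-Field EC20 and 214 for Cu-Field EC50. Median gave, at 7 days, 1 for CuNO3 EC50, 8 for Cu-NPs EC50, 5 for Cu-NWires EC20, 8 for Cu-NWires EC50, 6 for Cu-Field EC20 and 64 for Cu-Field EC50. Median gave 609 for the controls, 47 for EC50 against EC20, 16 for Cu-NPs against CuNO3, 4138 for Cu-NWires against CuNO3, 2690 for Cu-Field against CuNO3 and 432 for treatment by time. Median gave a between-condition SD of 0.0649, a median absolute balance of 0.266 and a median fold change of 2.8.

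Quantile gave changed counts of DEGs at 3 days of 46 for CuNO3 EC50, 1882 for Cu-NWires EC20, 1884 for Cu-NWires EC50, 892 for Cu-Field EC20 and 437 for Cu-Field EC50. Quantile gave, at 7 days, 1 for CuNO3 EC50, 1 for Cu-NPs EC20, 23 for Cu-NPs EC50, 2 for Cu-NWires EC20, 8 for Cu-NWires EC50, 11 for Cu-Field EC20 and 52 for Cu-Field EC50. Quantile gave 884 for the controls, 85 for EC50 against EC20, 3396 for Cu-NWires against CuNO3, 2527 for Cu-Field against CuNO3 and 542 for treatment by time. Quantile gave a between-condition SD of 0, a median absolute balance of 0.201 and a median fold change of 3.01. Quantile normalization forces its SD of 0.

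75th-percentile scaling gave changed counts of DEGs at 3 days of 2 for CuNO3 EC50, 2183 for Cu-NWires EC20, 1812 for Cu-NWires EC50, 725 for Cu-Field EC20 and 176 for Cu-Field EC50. 75th-percentile scaling gave, at 7 days, 1 for CuNO3 EC50, 8 for Cu-NPs EC50, 3 for Cu-NWires EC20, 4 for Cu-Field EC20 and 56 for Cu-Field EC50. 75th-percentile scaling gave 496 for the controls, 45 for EC50 against EC20, 15 for Cu-NPs against CuNO3, 3858 for Cu-NWires against CuNO3, 2488 for Cu-Field against CuNO3 and 429 for treatment by time. 75th-percentile scaling gave a between-condition SD of 0.0648, a median absolute balance of 0.325 and a median fold change of 3.42.

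MedianCD gave, at 7 days, 30 for Cu-NPs EC50 and 343 for Cu-Field EC20. MedianCD gave a number of no-variation genes of 3184.

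Spike-in scaling gave changed counts of DEGs at 3 days of 0 for CuNO3 EC50, 1268 for Cu-NPs EC50, 3312 for Cu-NWires EC20, 7 for Cu-NWires EC50 and 13235 for Cu-Field EC50. Spike-in scaling gave, at 7 days, 3 for Cu-NPs EC50, 0 for Cu-NWires EC20, 0 for Cu-NWires EC50, 0 for Cu-Field EC20 and 0 for Cu-Field EC50. Spike-in scaling gave 6537 for the controls, 23 for EC50 against EC20, 258 for Cu-NWires against CuNO3 and 2117 for treatment by time. Spike-in scaling gave a between-condition SD of 0.64, a median absolute balance of 0.988 and a median fold change of 3.46. The 23 genes of its F-test stood beside 14942 in the single contrast of Cu-NPs EC50 with EC20 at 7 days.

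No normalization gave changed counts of DEGs at 3 days of 0 for CuNO3 EC50, 4541 for Cu-NWires EC20, 4154 for Cu-NWires EC50 and 5033 for Cu-Field EC20. No normalization gave, at 7 days, 2 for Cu-NPs EC50, 0 for Cu-NWires EC20, 0 for Cu-NWires EC50, 0 for Cu-Field EC20 and 3 for Cu-Field EC50. No normalization gave 363 for the controls, 30 for EC50 against EC20, 2099 for Cu-NWires against CuNO3, 2516 for Cu-Field against CuNO3 and 408 for treatment by time. No normalization gave a median absolute balance of 0.978 and a median fold change of 2.61.

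The deposited value table gave changed counts of DEGs at 3 days of 0 for CuNO3 EC50, 4536 for Cu-NWires EC20, 4152 for Cu-NWires EC50 and 5036 for Cu-Field EC20. The deposited value table gave, at 7 days, 2 for Cu-NPs EC50, 0 for Cu-NWires EC20, 0 for Cu-NWires EC50, 0 for Cu-Field EC20 and 3 for Cu-Field EC50. The deposited value table gave 360 for the controls, 30 for EC50 against EC20, 2112 for Cu-NWires against CuNO3, 2515 for Cu-Field against CuNO3 and 408 for treatment by time. The deposited value table gave a median absolute balance of 0.978 and a median fold change of 2.61. These values lay close to those given for no normalization, such as 4541 DEGs for Cu-NWires EC20 at 3 days. The changes from SVCD are therefore not read as a difference between the deposited values and the processed signals.

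Normexp with SVCD gave changed counts of DEGs at 3 days of 67 for CuNO3 EC50 and 6968 for Cu-Field EC50. Normexp with SVCD gave, at 7 days, 1 for CuNO3 EC20, 19 for Cu-NPs EC50, 24 for Cu-NWires EC20, 45 for Cu-NWires EC50, 1625 for Cu-Field EC20 and 7547 for Cu-Field EC50. Normexp with SVCD gave 10454 for EC50 against EC20 and 3 for Cu-NPs against CuNO3. Normexp with SVCD gave a between-condition SD of 0.18, a median fold change of 1.77, a median correlation between forms of 0.375 and a number of no-variation genes of 4909. Normexp turned the direction of most shared DEGs in some comparisons and of few in others. At 3 days 1666 of 1911 shared DEGs of Cu-NWires EC20 had the opposite sign, 1523 of 1743 of Cu-NWires EC50, 1623 of 1806 of Cu-Field EC20, 105 of 244 of Cu-Field EC50 and 5 of 1553 of Cu-NPs EC50. For Cu-Field EC50 at 7 days it was 81 of 164, and for the controls 6 of 172. Normexp changed the background step together with a new search for no-variation genes, so which of these turned the direction was not settled.

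The other start gave changed counts of DEGs at 3 days of 1 for CuNO3 EC50, 2808 for Cu-NWires EC20, 4751 for Cu-NWires EC50, 898 for Cu-Field EC20 and 362 for Cu-Field EC50. The other start gave, at 7 days, 151 for CuNO3 EC20, 1 for CuNO3 EC50, 9 for Cu-NPs EC50, 6 for Cu-NWires EC20, 10 for Cu-NWires EC50, 224 for Cu-Field EC20 and 545 for Cu-Field EC50. The other start gave 1724 for the controls, 215 for EC50 against EC20, 1024 for Cu-NPs against CuNO3, 6306 for Cu-NWires against CuNO3, 2881 for Cu-Field against CuNO3 and 1524 for treatment by time. The other start gave a between-condition SD of 0.13, a median absolute balance of 0.778 and a median fold change of 2.53.

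The IsWellAboveBG filter gave changed counts of DEGs at 3 days of 120 for CuNO3 EC50, 1 for Cu-NPs EC20, 2756 for Cu-NWires EC20, 4635 for Cu-NWires EC50, 955 for Cu-Field EC20 and 374 for Cu-Field EC50. The IsWellAboveBG filter gave, at 7 days, 1767 for CuNO3 EC20, 2 for CuNO3 EC50, 20 for Cu-NPs EC50, 12 for Cu-NWires EC20, 36 for Cu-NWires EC50, 179 for Cu-Field EC20 and 264 for Cu-Field EC50. The IsWellAboveBG filter gave 2529 for the controls, 2740 for Cu-NPs against CuNO3, 5570 for Cu-NWires against CuNO3, 3044 for Cu-Field against CuNO3 and 2662 for treatment by time. The IsWellAboveBG filter gave a between-condition SD of 0.155, a median absolute balance of 0.876 and a median fold change of 2.21.

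All probes gave changed counts of DEGs at 3 days of 6 for CuNO3 EC20, 1 for Cu-NPs EC20 and 1445 for Cu-Field EC50. All probes gave, at 7 days, 1 for Cu-NPs EC20, 11 for Cu-NPs EC50, 0 for Cu-Field EC20 and 506 for Cu-Field EC50. All probes gave 407 for EC50 against EC20. All probes gave a between-condition SD of 0.229 and a median fold change of 4.58. The search for no-variation genes did not converge with no filter, so that alternative gave no value. Keeping each spot as a gene and leaving out saturated probes were not run, because they move nothing. Normexp on the mean spot signal was not run, because that signal was not used here.

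The methods' t-test gave changed counts of DEGs at 3 days of 0 for CuNO3 EC50, 506 for Cu-NPs EC50, 4573 for Cu-NWires EC20 and 4896 for Cu-Field EC20. The methods' t-test gave, at 7 days, 0 for Cu-NPs EC50, 0 for Cu-NWires EC20, 0 for Cu-NWires EC50, 0 for Cu-Field EC20 and 0 for Cu-Field EC50. The methods' t-test gave 506 for the controls. The methods' t-test gave a median fold change of 2.51. The 2-group fit gave changed counts of DEGs at 3 days of 46 for CuNO3 EC50, 2191 for Cu-NPs EC50 and 4207 for Cu-Field EC50. The 2-group fit gave, at 7 days, 0 for Cu-NPs EC50, 0 for Cu-NWires EC20, 0 for Cu-NWires EC50, 0 for Cu-Field EC20 and 0 for Cu-Field EC50. The 2-group fit gave 610 for the controls. The 2-group fit gave a median absolute balance of 0.904 and a median fold change of 2.48. These fits have fewer degrees of freedom than the fit over all groups.

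The slide block gave changed counts of DEGs at 3 days of 0 for CuNO3 EC50, 488 for Cu-NPs EC50, 4270 for Cu-Field EC20 and 1272 for Cu-Field EC50. The slide block gave, at 7 days, 0 for Cu-NPs EC50, 0 for Cu-NWires EC20, 0 for Cu-NWires EC50, 288 for Cu-Field EC20 and 1560 for Cu-Field EC50. The slide block gave 3 for EC50 against EC20, 3 for Cu-NPs against CuNO3, 4384 for Cu-Field against CuNO3 and 3806 for treatment by time. The slide block gave a median fold change of 2.66.

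Replicate number as a block changed Cu-Field EC20 at 7 days from 85 to 43 and changed no other count by over 1.5 times. Arrays with the same number in different groups had a median correlation of -0.0313, with 34.6% of pairs over 0.1, and arrays with different numbers 0.0118, with 37.3% over 0.1, so the numbers did not pair the arrays.

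Leaving out each of the 54 arrays in turn gave ranges of DEGs at 3 days of 0 to 1 for CuNO3 EC20, 0 to 37 for CuNO3 EC50, 0 to 476 for Cu-NPs EC20, 1626 to 5923 for Cu-NPs EC50, 3249 to 9682 for Cu-NWires EC20, 1329 to 8925 for Cu-Field EC20 and 302 to 3296 for Cu-Field EC50. Those at 7 days were 0 to 1669 for CuNO3 EC20, 0 to 1 for CuNO3 EC50, 0 to 5 for Cu-NPs EC20, 2 to 375 for Cu-NPs EC50, 0 to 6 for Cu-NWires EC20, 0 to 76 for Cu-NWires EC50, 0 to 2630 for Cu-Field EC20 and 2 to 6517 for Cu-Field EC50. The other comparisons ranged over 1221 to 4463 for the controls, 90 to 4549 for EC50 against EC20, 9 to 1318 for Cu-NPs against CuNO3, 6440 to 12036 for Cu-NWires against CuNO3, 3478 to 10900 for Cu-Field against CuNO3 and 1503 to 7911 for treatment by time. Measures without a test ranged over 0.129 to 0.341 for the between-condition variation, 0.894 to 0.98 for the balance of DEGs, 2.33 to 2.75 for the fold changes of DEGs, 0.404 to 0.565 for the correlation of log2 fold changes between copper forms and 903 to 2494 for the no-variation genes. Cu-NWires EC50 at 3 days, with 5715 to 8738 DEGs, stayed within 1.5 times of its 8361 in every run. Without replicate 1 of Cu-NWires EC20 at 3 days, Cu-Field EC20 at 3 days had 1329 DEGs, and without replicate 3 of the control at 7 days, Cu-Field EC50 at 7 days had 2. All 54 runs converged. With 2 arrays left in a group, limma pools the spread over the groups, and the 2 are assumed to vary like the others.

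Signal over background limits what these arrays can show. The median spot was 1.28 to 1.88 times its local background, and 44.6% of the probes passed the filter on every array. The remaining probes were not tested after SVCD except in the alternative with all probes.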

Other observations

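The tests in this part that were chosen after the result was seen are those on the share of arrays scanned on the second day, on the end points of the search and the array that stands apart, on the resemblance between treatments and the control's change with time, and the slide and scan-day blocks for Cu-NWires and Cu-Field. The other tests had been planned.

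On the same 54 arrays, the search for no-variation genes of SVCD had 2 end points. The default start and the start from spike-in offsets ended at 1758 and 1740 genes and a between-condition SD of 0.313 and 0.314. The starts from Median offsets, from the offsets found without replicate 3 of the control at 7 days and from those found without replicate 1 of Cu-NWires EC20 at 3 days ended at 2282, 2427 and 2385 genes and an SD of 0.13, 0.128 and 0.129. Of these genes 216, 257 and 262 were among the default 1758. The difference in SD between the default start and the start without the control array was 0.185, over the 0.05 set before the test, so the move when that array is left out is consistent with a second end point of the search. The genes of the second end point were brighter, with a median log2 signal of 5.86 to 5.91 and 58.5% to 59.5% of them well above background, against 4.45 and 34.7%. From the default start to the start from Median offsets, the mean of Cu-Field EC50 at 7 days changed by -0.61 log2 and that of Cu-NPs EC50 at 3 days by 0.60 log2. Of the 8691 DEGs of Cu-NWires EC20 at 3 days, 1872 were among the 2808 of the second end point. The corresponding numbers were 564 of 898 for Cu-Field EC20 at 3 days and 3391 of 5470 for Cu-NPs EC50 at 3 days. The overlap was higher for Cu-NWires EC50 at 3 days (4509 of 4751) and for the controls (1663 of 1724). It was lower for Cu-Field EC50 at 7 days (71 of 545). Whether replicate 3 of the control at 7 days is itself at fault could not be told. Its mean correlation with the other arrays of its group, 0.91, had rank 2 from the lowest of 54, where the lowest was 0.883 for replicate 2 of CuNO3 EC20 at 7 days. The criterion written before the test asked for the lowest rank and would have spoken against this explanation. Rank 2 of 54 was read as leaving the question open, and that reading was adopted after the rank was seen.

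For the spread of the group means after SVCD, the dimness of the no-variation genes remains a candidate explanation. With only the 12827 genes well above background, the SD of the group means fell by 50.7%, from 0.313 to 0.155, just past the 50% set before the test. On the same 12827 genes the group means had an SD of 0.329 with the offsets of all genes, a fall of 53%. All 3 starts of the search on these brighter genes ended between 0.153 and 0.155, so the 2 end points were found only with the dim genes included, among the starts tried. A compression of dim signals by the background could give this, and so could a true difference between dim and bright genes.

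Whether the spread reflects the amount of label or scanning could not be decided. The group means after SVCD and on the spike-in scale were correlated over the 18 groups, with a Pearson r of 0.756 (permutation p 0.00049, adjusted 0.00098) and a Spearman rho of 0.707 (permutation p 0.0014, adjusted 0.0028), in a family of 2 relations. Without the 2 groups farthest from the median, CuNO3 EC50 and CuNO3 EC20 at 3 days, r was 0.682. Within the 9 groups of 3 days it was 0.748, and within the 9 of 7 days 0.607. The other relation, between the group means after SVCD and the spike-in level itself, was negative, with r -0.546 (permutation p 0.019, adjusted 0.019) and rho -0.527 (permutation p 0.025, adjusted 0.025), and without the same 2 groups r was -0.351. Within 3 days it was -0.585 and within 7 days -0.161. The criterion set beforehand for the first relation, a positive r with p under 0.05, was met and would have spoken against a cause in labelling or scanning. It is not read so here, because both scales start from the same unnormalized means. The other end point was reached from Median offsets, which remove those means, so the next relation is given as a value and is not read as support for either end point. The group means of the second end point had an r of -0.249 with the spike-in scale (permutation p 0.32) and a rho of -0.311 (permutation p 0.21), and without its 2 farthest groups, Cu-NPs EC50 and Cu-NWires EC50 at 3 days, r was -0.181.

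Scan day was tested in 2 ways. Within the 14 groups scanned on both days the array means after SVCD differed by -0.0189 log2 (scan 2 minus scan 1), which is under the limit set before the test but decides nothing, because SVCD aligns the arrays of a group. Before normalization this difference was -0.156 with an SD of 0.472. A linear fit of the group means on the share of arrays scanned on the second day lowered their SD by 0.0363%, which argues against scan day as the cause of the spread.

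The changes of Cu-NWires and Cu-Field at 3 days resembled the step from the control at 3 days to that at 7 days. Across genes, Cu-NWires EC20 minus CuNO3 EC20 at 3 days, which shares no array with the controls, had an r of 0.71 with control 7 days minus 3 days. Differences between replicates of different groups gave an absolute r of 0.609 at the upper percentile set before the test and of 0.806 at their highest. The other values at 3 days and EC20 were 0.691 for Cu-NWires minus Cu-NPs, 0.638 for Cu-Field minus CuNO3 and 0.637 for Cu-Field minus Cu-NPs. At EC50 they were 0.644 and 0.358 for Cu-NWires and 0.549 and 0.14 for Cu-Field, and Cu-NPs minus CuNO3 had 0.183 at EC20 and 0.504 at EC50. At 7 days the values against CuNO3 were 0.428 and -0.284 for Cu-NWires EC20 and EC50, and 0.542 and 0.232 for Cu-Field EC20 and EC50, all under 0.609 in size, as were 0.549, 0.358 and 0.14 at 3 days. A correlation across genes does not depend on an offset per array, so this pattern does not rest on the choice among such normalizations. A hypothesis is that worms with Cu-NWires or Cu-Field at EC20 were at 3 days nearer to the 7-day state of the control, for example through an earlier response to the lack of food or an earlier stage. An axis of RNA quality or of hybridization that runs through all arrays may give the same, and the high values among replicate differences leave room for it. For Cu-NWires EC20 at 3 days, 77.5% and 99.5% of its DEGs were called with slide or scan day as a block. This argues against slide or scan differences of single genes as the whole cause. The blocks were fitted after SVCD had aligned the arrays of each group, so they cannot take out a slide or scan shift of the whole signal. With slide as a block, the percentage was 74.1% for Cu-NWires EC50, 51.1% for Cu-Field EC20 and 42.6% for Cu-Field EC50 at 3 days. The last is under the 50% set for Cu-NWires EC20, so for Cu-Field EC50 slide differences of single genes stay open too.

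Other splits of the same 6 arrays, 10 for each comparison of 3 with 3, cannot exclude chance at a share under 0.1. The real split alone gave the largest count (1 of 10) for CuNO3 EC50, Cu-NPs EC50, Cu-NWires EC20, Cu-NWires EC50, Cu-Field EC20 and Cu-Field EC50 at 3 days and for Cu-NWires EC20 at 7 days. The number of splits as large was 2 of 10 for Cu-NPs EC50, Cu-Field EC20 and Cu-Field EC50 at 7 days and for the control at 7 against 3 days, and 3 of 10 for Cu-NWires EC50 at 7 days. It was 10 of 10 for the 5 comparisons without DEGs, which a real count of 0 makes certain. Other splits there gave up to 5864 DEGs for CuNO3 EC20, 5433 for Cu-NPs EC20 and 131 for CuNO3 EC50 at 7 days. At 3 days they gave up to 2341 for Cu-NPs EC20 and 0 for CuNO3 EC20. For Cu-Field EC50 at 7 days another split gave 3128 DEGs, and for the controls another gave 6367. Over 100 splits drawn, chance can be excluded for Cu-NWires against CuNO3 and for Cu-Field against CuNO3, where the real split alone was as large (1 of 100 each), although 45 and 38 other splits gave over 1000 genes. With slide as a block, 83.6% of the genes of Cu-NWires against CuNO3 and 42.2% of those of Cu-Field against CuNO3 were called. Chance cannot be excluded for EC50 against EC20, with 11 of 100, or for Cu-NPs against CuNO3, with 39 of 100.

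Of the 24251 probes outside the filter, 0 were well above background on all treated arrays and on no control array, and 0 showed the reverse. By treatment, the largest number well above background on its 3 arrays and on no control array of the same day was 467 for Cu-Field EC20 at 3 days, where 10 showed the reverse. The lowest was 1 for Cu-NPs EC20 at 3 days, where 21 showed the reverse. At 7 days the reverse was the larger number for most treatments. For example, 11 probes stood against 114 with the reverse for Cu-NPs EC20, and 20 against 61 for Cu-Field EC50. The exceptions at 7 days were Cu-NPs EC50 (33 against 32) and Cu-NWires EC50 (47 against 26). No explanation of these numbers was tested.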
